A study of Homo sapiens with 9 samples. Its data were reported in "Mutant huntingtin induces neuronal apoptosis via derepressing the non-canonical poly(A) polymerase PAPD5" (2025).

How the data were processed

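YY1 chromatin immunoprecipitation was carried out in SK-N-MC cells expressing Htt residues 1 to 550 with 23 or 89 glutamines, with 3 libraries per group and 3 input libraries. The input libraries entered no fit and are not used here.

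Per the submitters' processing notes and the study's methods, the authors checked paired reads of 150 nt with FastQC 0.11.8, trimmed them with Cutadapt 3.7 and aligned them to GRCh38.p14 with Bowtie2 2.4.1. Uniquely aligned reads were kept with Sambamba, blacklisted regions were removed with bedtools 2.29.2, peaks were called with MACS3 3.0.1 against input, and peaks were annotated with ChIPseeker 1.38.0. Whether peaks were called per library or on pooled libraries is not given in the sources used here. The deposited values are a normalised signal, which the authors made with DiffBind as reads per peak scaled to sequencing depth. Such scaling keeps a difference between libraries in immunoprecipitation yield or in YY1 occupancy across all peaks. A scaling on the peaks would remove both. In each library the deposited values were whole multiples of 1 step between 0.876 and 1.06, and 100% of values came out as whole reads within a tolerance of 0.1 reads, so reads were recovered by dividing by the step. Recovered reads numbered 1943927, 1415890 and 2089917 in HttQ23 replicates 1 to 3 and 927910, 1012558 and 2344649 in HttQ89 replicates 1 to 3. The share of peaks at 0 was 8.82%, 7.67% and 3.51% in HttQ23 and 22.5%, 8.69% and 2.99% in HttQ89. No pair of libraries held identical values. All 23002 transcript identifiers were found in GENCODE v44, and all distances to the TSS matched within 1 bp.

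Peaks above 0 in all 6 libraries were tested, as the study did, which kept 14698 peaks (63.9%). Because HttQ89 replicate 1 held the most zeros, this filter leaves out peaks that this library lost. Fold changes are HttQ89 minus HttQ23 on log2(value + 1), which understates the change of weak peaks. The main test was limma 3.58.1 (lmFit and eBayes with a trend, two-sided, R 4.3.3) with Benjamini-Hochberg adjustment over all tested peaks at 0.05. limma estimated no peak-specific variance beyond the trend, so standard errors follow peak strength and not the spread of the single peak. Exact permutation tests compared 3 with 3 library values, with a smallest possible two-sided p of 0.1. Permutation p-values measure the spread between these libraries, and limma p-values measure its trend with peak strength. Gene lists were tested with camera (preset correlation 0.01), camera with an estimated correlation, and fry, at the strongest promoter peak of each gene within 2 kb of the TSS (10775 genes). P-values of camera with the preset correlation rest on that assumed correlation between genes. Fisher's exact tests of motif content count promoters, so their p-values do not measure the spread between libraries. edgeR 4.0.16 and DESeq2 1.42.0 were run on the recovered reads as alternatives. The motif AANATGGCGNC and its core ATGGCG were searched on both strands of the GRCh38 sequence under each peak. The library quality weights and the list count without the study list were chosen after seeing the data. The patterns weighed in the closing section, its pooled set of promoters, and its depth and yield tests were also chosen after. The comparisons of the report, their remaining alternative settings and the gene lists were set before the data were examined. Among those lists, the study list had been chosen by its authors on these same libraries.

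Genes were named by a rule. It took the PAPD5 promoter, the 10 strongest peaks, the 10 promoter peaks per direction with the lowest limma p among those whose groups do not overlap, the 2 lowest p and the strongest member of each list, the Hippo and WNT genes in the study list, and pathway genes the study discussed; the text names part of these, and some peaks the rule takes are not reported here. PAQR4 was chosen after its values were seen. Peaks at the HTT locus are not analysed here.

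The pipeline was tested on simulated counts for the 14698 peaks, with 50 peaks changed at each fold size. Peaks were drawn independently at 1 common dispersion, with no shift of whole libraries, so the simulation lacks the joint movement of peaks in the real libraries. At the common dispersion of these libraries (0.290) limma recovered 0% of 2-fold, 16% of 4-fold, 60% of 8-fold and 86% of 16-fold changes, with 1 false call. At a dispersion of 0.029 it recovered 68% of 2-fold and 100% of 4-fold changes. In a separate simulation with independent noise, a shift of a list of 29 genes was called, along with 1 other list.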

Results

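YY1, a zinc finger transcription factor that binds many promoters, was profiled by chromatin immunoprecipitation and sequencing in SK-N-MC cells, a human tumour line of neural appearance that carries the EWSR1-FLI1 fusion. The cells expressed residues 1 to 550 of huntingtin (Htt), the protein mutated in Huntington's disease, with either 23 glutamines (HttQ23, unexpanded) or 89 glutamines (HttQ89, expanded). The table held 6 YY1 libraries, 3 labelled biological replicates per group, and normalised read counts in 23002 binding sites (peaks). The total normalised count was 2061784, 1503690 and 1829861 in HttQ23 replicates 1, 2 and 3, and 955340, 1000667 and 2122032 in HttQ89 replicates 1, 2 and 3. These totals corresponded to between 927910 and 2344649 recovered reads per library. Of the peaks, 66.9% lay within 2 kb of a transcription start site (TSS). Peaks above 0 in every library were tested, which kept 14698 peaks, 80.3% of them at promoters.

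The first comparison asked whether YY1 occupancy as a whole differed between cells with expanded and unexpanded Htt. YY1 signal was low in HttQ89 replicates 1 and 2 and high in HttQ89 replicate 3. The median peak stood at 0.538 times the HttQ23 mean in HttQ89 replicate 1 and at 0.612 times in HttQ89 replicate 2, against 1.21 times in HttQ89 replicate 3. Over the 14698 peaks the median log2 fold change was −0.50, and 82.8% of peaks had a negative value. The median was −0.24 without HttQ89 replicate 1 and −0.85 without HttQ89 replicate 3. The total over tested peaks was 1629518 ± 288574 in HttQ23 and 1239757 ± 581867 in HttQ89 (SD, n = 3 each). The exact two-sided permutation p was 0.4 for the totals and for the library medians, where 3 against 3 libraries cannot give a p below 0.1. The difference was therefore within the spread between replicates. Sequencing depth was taken as the inverse of the step of each library's deposited values. Relative to the mean of the libraries it was 0.990 ± 0.113 in HttQ23 and 1.01 ± 0.0672 in HttQ89 (SD, n = 3 each). Centring each library on its own median moved the median fold change to 0.04, and it was −0.01 after quantile normalisation and −0.01 after TMM scaling. These scalings bring the libraries to a common level by design, so a value near 0 was fixed in advance. They remove a difference in yield and a true loss of YY1 binding across all peaks alike, and cannot tell these apart.

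**Figure D1:**
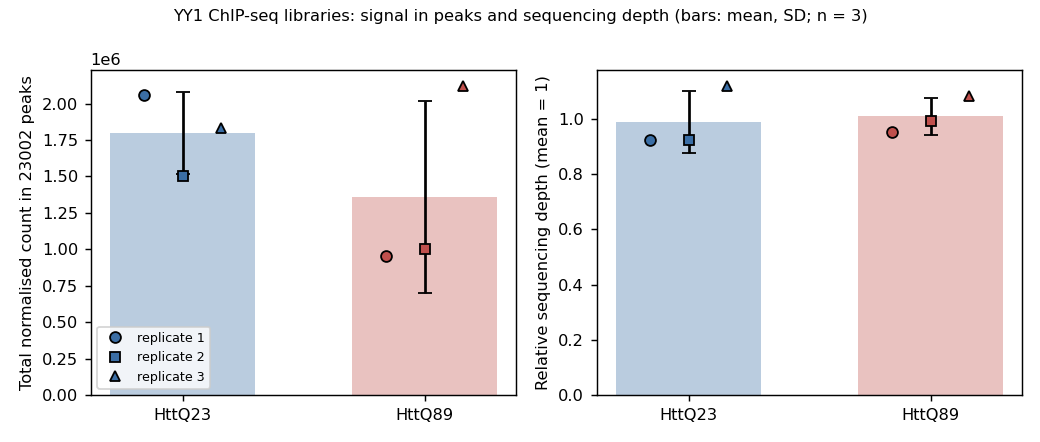
Left, the total normalised YY1 read count in all peaks per library. Right, relative sequencing depth (mean of the libraries = 1), taken as the inverse of the step of the deposited values. Symbols are libraries, bars are group means and lines are SD (n = 3). HttQ89 replicates 1 and 2 sit at 955340 and 1000667, below the 3 HttQ23 libraries, while HttQ89 replicate 3 is at 2122032.

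Peak by peak, 0 of 14698 peaks passed an adjusted p of 0.05 with limma, and the lowest adjusted p was 0.699. At an unadjusted p of 0.05, 591 peaks were lower and 30 were higher in HttQ89. The number lower was 140 without HttQ23 replicate 1, 240 without HttQ23 replicate 2, 396 without HttQ23 replicate 3, 160 without HttQ89 replicate 1 and 4516 without HttQ89 replicate 3, and the number higher was 157 without HttQ23 replicate 3 and 14 without HttQ89 replicate 3. With all libraries the split was 444 lower and 1 higher with the filter on a mean of at least 20, 345 and 22 with no filter, 94 lower and 182 higher after median centring, 133 and 136 after quantile normalisation, and 110 and 132 after TMM scaling. On the recovered reads, edgeR called 0 peaks (117 lower and 18 higher at an unadjusted p of 0.05) and DESeq2 called 0 (85 lower and 183 higher). At the 5 peaks with the lowest p, HttQ89 replicate 1, or replicates 1 and 2, held almost no reads. At 1 of them, the promoter of PAQR4, a membrane receptor family gene (chromosome 16, 2969164 to 2969564), the normalised counts were 172, 134 and 156 in HttQ23 and 4.12, 11.9 and 142 in HttQ89. CCT2, a subunit of the cytosolic chaperonin (chromosome 12, 69585509 to 69585909), read 99.7, 107 and 116 in HttQ23 and 7.21, 2.96 and 158 in HttQ89. Without HttQ89 replicate 3, limma called 514 peaks, all of them lower. In HttQ89 replicate 3 itself, 28.6% of those 514 peaks lay below the HttQ23 mean, against 24.6% of all tested peaks.

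Among promoter peaks, 444 had all 3 HttQ89 libraries below all 3 HttQ23 libraries and 40 had them above. Together these were 4.1% of 11802 promoter peaks, where chance gives 10%. The lower set was led by WDR81, RAMP3 (a partner of calcitonin family receptors), WNK2 (a kinase), CORO7-PAM16, PPM1N, PYY (peptide YY), GRPEL2, SNTG2-AS1 and 2 uncharacterised loci. WNK2 had a normalised count of 276 ± 75.6 in HttQ23 and 110 ± 79.8 in HttQ89 (SD, n = 3 each), a log2 fold change of −1.66 with an SE of 0.58 and a limma adjusted p of 0.818. RAMP3 had 32.9 ± 13.9 and 6.11 ± 5.45, and PYY had 20.6 ± 4.35 and 4.21 ± 4.14. HttQ89 replicate 1 read only 1.03 to 3.09 at these leading peaks, except at WNK2 (27.8) and 1 uncharacterised locus (11.3). HttQ89 replicate 3 read 93.2 at WDR81, where the lowest HttQ23 value was 95.4, and 5.43 at RAMP3, where it was 20.1. The higher set was made up of weaker peaks, led by SHF, CBR4, THUMPD3, ZNF429, TOMM6 (mitochondrial protein import), SPEF2, NIFK-AS1, TCEAL1 and an uncharacterised locus. TOMM6 had 11.5 ± 5.63 in HttQ23 and 36.0 ± 11.1 in HttQ89. No peak in either set passed the adjusted threshold.

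PAPD5, the gene the study asked about, encodes a non-canonical poly(A) polymerase and is listed under its current symbol TENT4B (ENSG00000121274). Its promoter peak was lower in all 3 HttQ89 libraries. The peak spans chromosome 16, 50153213 to 50153613 (GRCh38), from 93 bp upstream to 307 bp downstream of the TSS at 50153306 on the plus strand. The normalised counts were 98.6, 72.2 and 69.2 in HttQ23 and 49.4, 42.5 and 65.2 in HttQ89. The means were 80.0 ± 16.2 and 52.4 ± 11.6 (SD, n = 3 each), so HttQ23 was 1.53 times HttQ89. The exact two-sided permutation p was 0.1, the smallest that 3 against 3 libraries allow. The limma SE follows the trend with peak strength and not the spread of these values. In limma the log2 fold change was −0.61 with an SE of 0.69 and an adjusted p of 0.818. The value lay close to the median of all tested peaks, −0.50, and with each library centred on its median it was −0.07 (−0.09 after quantile normalisation and −0.12 after TMM scaling). Such scalings measure the peak against the typical peak and remove any fall shared by all peaks. The sequence CGCCAT, the reverse complement of the YY1 core motif, lay inside the peak at 50153333 to 50153338. The core lay under 32.3% of all tested peaks, and the longer motif AANATGGCGNC was absent from this peak. The nearest copy of TGATGG, the sequence of the putative YY1 site in the study, lay 7 bp beyond the peak edge. Other copies within 2 kb of the peak lay 1018 bp or more from it.

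**Figure D2:**
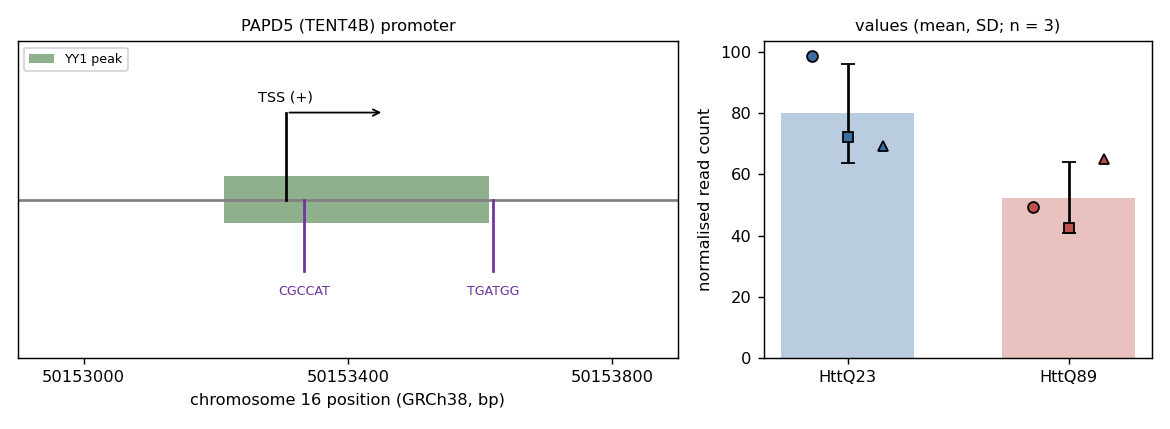
Left, a map of the PAPD5 (TENT4B) promoter on chromosome 16 (GRCh38, bp) with the YY1 peak, the TSS and the core motif at 50153333. The nearest copy of TGATGG, the sequence of the putative YY1 site in the study, begins at 50153620, 7 bp beyond the peak edge. Of all peaks, 99.996% have a width of 401 bp, so the edge does not mark the limit of binding. Right, the normalised read count per library (symbols) with mean and SD (n = 3); all 3 HttQ89 libraries lie below all 3 HttQ23 libraries.

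The study listed 272 YY1 target genes with reduced promoter binding in HttQ89 cells. At its own threshold, a one-sided single-peak test at an unadjusted p of 0.05, 273 promoter peaks of these genes passed as lower in HttQ89. The PAPD5 promoter was among them. Their median log2 shift from the HttQ23 mean was −1.42 in HttQ89 replicate 1, −0.95 in replicate 2 and −0.42 in replicate 3. The list was chosen on these same libraries, so its direction is not independent evidence. Over all 11802 promoter peaks, 484 passed as lower and 41 as higher, where 5% of the peaks is 590. The split was 368 lower and 261 higher with median centring, and 638 and 103 with no filter. The number lower was 201 without HttQ23 replicate 1, 754 without HttQ23 replicate 3, and 155, 168 and 3614 without HttQ89 replicates 1, 2 and 3 in turn. The number higher was 136 without HttQ23 replicate 3, 76 without HttQ89 replicate 1 and 88 without HttQ89 replicate 2. With Benjamini-Hochberg adjustment none passed as lower, and the lowest adjusted value was 0.474. The 273 became 80 when each library was centred on its median, and between 100 and 138 when HttQ23 replicate 1 or 2, or HttQ89 replicate 1 or 2, was left out. The list held 2 Hippo and 7 WNT pathway genes. At the strongest promoter peak of each, all 9 had negative fold changes, 6 passed the study threshold and 3 had no overlap between groups. WNT2B, a secreted ligand, had 94.8 ± 4.46 in HttQ23 and 35.8 ± 27.5 in HttQ89, STK3, a Hippo kinase, had 94.7 ± 20.8 and 55.8 ± 12.9, TEAD3, a Hippo pathway transcription factor, had 115 ± 21.8 and 64.2 ± 26.9, and WNT5A had 116 ± 28.3 and 68.0 ± 9.93 (SD, n = 3 each). The smallest differences were at KREMEN1, with 185 ± 72.0 and 162 ± 52.9 (log2 −0.17), SFRP2, with 29.5 ± 11.5 and 21.3 ± 10.2, and WNT11, with 102 ± 7.04 and 80.1 ± 49.8.

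Promoter peaks and distal peaks did not separate. The median log2 fold change was −0.51 at 11802 promoter peaks and −0.41 at 2896 peaks farther than 2 kb from a TSS. The exact two-sided permutation p of the difference across libraries was 0.7. The difference of −0.10 became 0.35 when peaks were filtered by a mean of at least 20 in place of a value above 0 in every library, and 0.03 without HttQ89 replicate 2. By strength, the median log2 fold change was −0.20 in the weakest quintile of peaks, −0.57 in the middle quintile and −0.49 in the strongest quintile. The strongest and weakest quintiles differed by −0.29 (exact two-sided permutation p = 0.4), and by 0.35 with the filter on the mean. The difference was −0.12 without HttQ23 replicate 1, −0.11 without HttQ89 replicate 2 and −0.50 without HttQ89 replicate 3. The 10 strongest peaks were the promoters of ZFX, NELFA, ATG4B, HCFC1, DNLZ, EPC1, FBXO31, TMEM131, QSOX2 and LEMD2. The ZFX promoter, which drives an X-linked zinc finger factor, had 4066 ± 1190 in HttQ23 and 3360 ± 1427 in HttQ89, and NELFA, a subunit of the negative elongation factor, had 3655 ± 1512 and 2617 ± 1477 (SD, n = 3 each). The promoter of YY1 itself had 835 ± 344 and 818 ± 385, a log2 fold change of −0.07 with a limma adjusted p of 0.963.

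**Figure D3:**
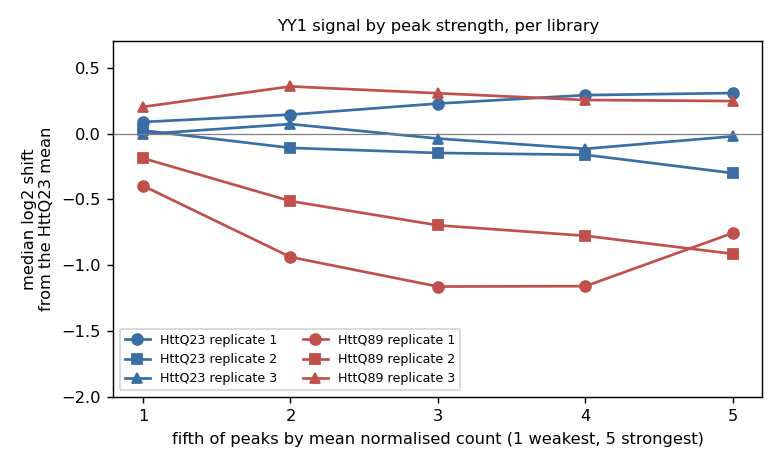
Median log2 shift of each library from the HttQ23 mean (y axis) in quintiles of peaks by mean normalised count (x axis, weakest to strongest). Each line is a library. HttQ89 replicate 1 is at −1.16 and HttQ89 replicate 2 at −0.70 in the middle quintile, while HttQ89 replicate 3 is at 0.31, within or above the HttQ23 lines.

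The YY1 motif AANATGGCGNC marked the strong sites. It was present in 65 of the 100 strongest peaks (95% exact Clopper-Pearson interval 54.8% to 74.3%) and in 771 of 14698 tested peaks, or 5.25% (4.89% to 5.62%). Peaks with the motif had a median log2 fold change of −0.29, against −0.51 for the 13927 peaks without it. The exact two-sided permutation p across libraries was 0.6. The difference of 0.22 turned to −0.06 without HttQ89 replicate 1, and was 0.050 without HttQ23 replicate 2, 0.43 without HttQ23 replicate 3 and 0.44 without HttQ89 replicate 2. Within single libraries it was 0.69 in HttQ89 replicate 1, −0.24 in HttQ89 replicate 2 and 0.12 in HttQ89 replicate 3.

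Gene groups were compared at 1 promoter peak per gene, relative to all other promoters. Promoters of mitochondrial ribosomal proteins, proteasome subunits, cytosolic ribosomal proteins, oxidative phosphorylation subunits and replication-dependent histones ranked higher than other promoters, and those of synaptic and neuronal ion channel genes and of the study list ranked lower. With camera's preset correlation the adjusted p was 2.24e-05 for mitochondrial ribosomal proteins (42 genes), 4.06e-04 for the proteasome (29 genes), 0.00544 for cytosolic ribosomal proteins (46 genes), 0.0373 for oxidative phosphorylation (46 genes), 0.0385 for histones (9 genes), 0.0349 for synaptic and channel genes (37 genes) and 5.72e-14 for the study list (272 genes). The study list was selected as lower on these same libraries, so its call follows from that selection and is not independent evidence. Of the 37 synaptic and channel genes, 10 were also in the study list. None of the 7 calls held with an estimated correlation, where the adjusted p was 0.915 for all 18 lists. Tested against no change in place of other promoters, fry called 0 lists. The calls of oxidative phosphorylation and histones were lost with median centring, quantile normalisation and TMM scaling, and that of synaptic and channel genes was lost with no filter and with the filter on the mean. The synaptic and channel call was also lost without HttQ23 replicate 1, HttQ23 replicate 2 or HttQ89 replicate 3. The number of calls was 4 without HttQ89 replicate 1, 3 without HttQ23 replicate 2 and 2 without HttQ23 replicate 1. In these fits the cytosolic ribosomal call was lost, its relative shift falling from 0.26 to 0.12, 0.17 and 0.12 in turn. The mitochondrial ribosomal call was lost without HttQ23 replicate 1, where its shift fell from 0.32 to 0.17. It was kept without HttQ89 replicate 1, at 0.10, and without HttQ23 replicate 2, at 0.12. The relative shift of oxidative phosphorylation turned to −0.083 without HttQ89 replicate 1 and to −0.0025 without HttQ23 replicate 2, and that of histones to −0.021 without HttQ89 replicate 1 and to −0.16 without HttQ23 replicate 1. No list member passed the adjusted threshold over all peaks, and adjusted over the list alone 1 did, the CCT2 promoter among chaperones (limma adjusted p = 0.0140), at which HttQ89 replicate 3 read 158, above every HttQ23 library.

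Within the lists, the proteasome had 17 of 29 members with negative and 12 with positive fold changes, at a median log2 of −0.06 against −0.51 for other promoters. PSMD8 had 471 ± 162 in HttQ23 and 355 ± 166 in HttQ89, and PSMB2 had 13.3 ± 13.1 and 27.1 ± 11.9 (SD, n = 3 each). Mitochondrial ribosomal proteins had 25 negative and 17 positive members, with MRPS15 at 925 ± 320 and 757 ± 380. Cytosolic ribosomal proteins had 28 negative and 18 positive members. Oxidative phosphorylation had 33 negative and 13 positive members, with NDUFS6 at 620 ± 171 and 507 ± 211. The relative shift of these groups was greatest in HttQ89 replicate 1, at 0.86 for the proteasome and 0.75 for mitochondrial ribosomal proteins, against 0.20 and 0.00 in HttQ89 replicate 2 and 0.19 and 0.27 in HttQ89 replicate 3. All 37 synaptic and neuronal ion channel promoters had negative fold changes, at a median of −0.77, where 82.8% of all tested peaks were negative. Of these promoters, 10 were also in the study list. The serotonin transporter SLC6A4 had 58.9 ± 17.1 and 18.4 ± 14.8, the neurotrophin receptor NTRK2 had 79.5 ± 32.6 and 47.6 ± 58.4, and SNAP25, which acts in vesicle release, had 544 ± 368 and 490 ± 296.

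**Figure D4:**
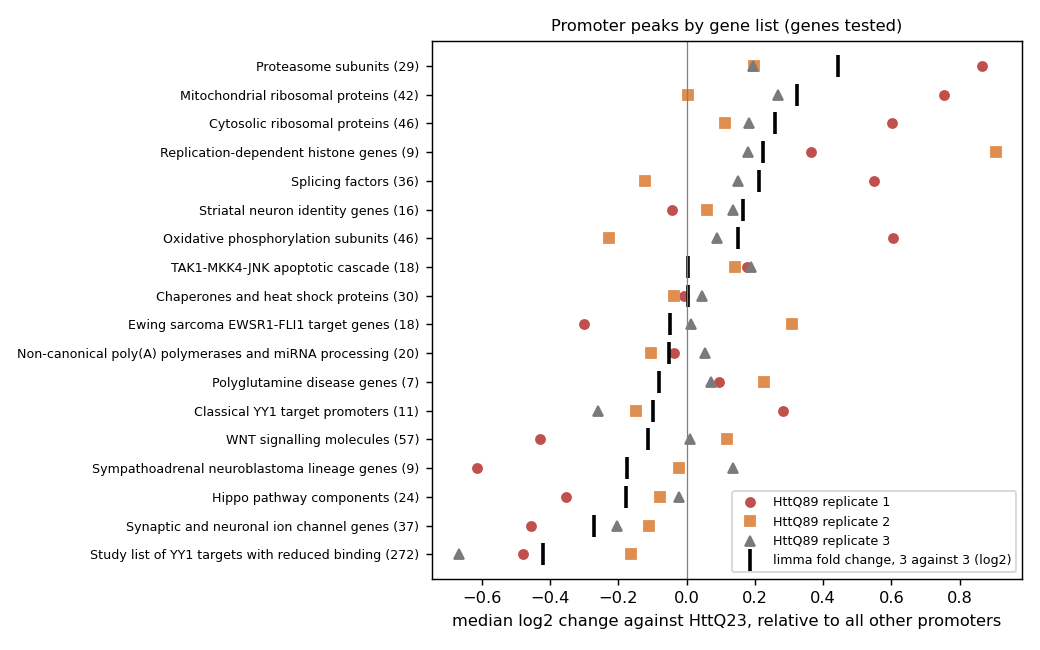
Median log2 change against HttQ23 of each gene list's promoter peaks, relative to all other promoters (x axis), for each HttQ89 library (symbols) and for the limma fold change (black ticks). Numbers in brackets are genes tested. HttQ89 replicate 1 lies farthest right for the proteasome, at 0.86.

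The remaining lists did not pass with the main settings. Splicing factors were called, as higher than other promoters, with no filter, with the filter on the mean, with median centring, with TMM scaling, and without HttQ23 replicate 3 or HttQ89 replicate 2, while without HttQ89 replicate 1 their relative shift was -5.22e-06. Hippo promoters were called as lower with no filter and with TMM scaling, and WNT promoters as lower without HttQ23 replicate 3. Sign counts reflect the shift of whole libraries, since 82.8% of all tested peaks had a negative fold change. All 24 Hippo pathway promoters had negative fold changes, at a median of −0.68 (camera adjusted p = 0.10). Their shift relative to other promoters was −0.35, −0.08 and −0.02 in HttQ89 replicates 1, 2 and 3. They were led by SAV1 at 173 ± 32.2 in HttQ23 and 111 ± 108 in HttQ89 and MAP4K4 at 211 ± 28.3 and 138 ± 104. WNT signalling had 54 negative and 3 positive members (0.278). Splicing factors had 27 and 9 (0.0858), with SF3A1 at 1022 ± 370 and 876 ± 395. The apoptotic kinase cascade from TAK1 (MAP3K7) to JNK, through which the study linked PAPD5 to cell death, had 13 and 5 (0.583). Its MAP2K4 promoter had 281 ± 25.3 and 185 ± 63.2, TAB2 398 ± 62.4 and 272 ± 123, MAPK8 209 ± 64.5 and 154 ± 87.9, and MAP3K7 25.3 ± 20.9 and 38.9 ± 12.8. Poly(A) polymerases and microRNA processing had 16 and 4 (0.583), with DICER1 at 371 ± 96.8 and 248 ± 126 and TENT4A, the closest relative of PAPD5, at 519 ± 144 and 338 ± 285. Adjusted p was 0.700 for classical YY1 targets, chaperones, striatal identity genes, EWSR1-FLI1 targets and sympathoadrenal lineage genes, and 0.836 for polyglutamine disease genes (SD, n = 3 each throughout). For striatal identity genes the median stood above other promoters by 0.17 while the mean stood below by −0.10, and for poly(A) polymerases the median was −0.05 and the mean 0.17.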

Values the study reported

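The study described the reduction of YY1 binding at the PAPD5 promoter in the expanded Htt cells as modest, at about 1.5-fold. In its fly model of Huntington's disease it reported a 3-fold decrease of the fly YY1 protein. In SK-N-MC cells it reported a lower level of soluble YY1 protein with the expanded Htt construct. With an expanded construct whose glutamines were encoded by mixed CAA and CAG codons, it reported a 3-fold reduction.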

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

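The library quality weights and the count of lists without the study list were tried only after the data had been seen. What limits these comparisons is the spread between the HttQ89 libraries. The count of 0 changed peaks was the same with pseudocounts of 0.5 and 5, other filters and scalings, edgeR, DESeq2, promoter peaks only and the adjusted single-peak test. Leaving out 1 library gave 0 to 514 peaks, with 514 only without HttQ89 replicate 3. The unadjusted single-peak test gave 743 peaks, which it does with no allowance for the number tested. Library quality weights gave 3585 peaks (3518 lower, 67 higher). That fit gave HttQ89 replicate 2 a weight of 5.43 and HttQ89 replicates 1 and 3 weights of 0.380 and 0.237, so the HttQ89 group rested mostly on 1 library, and its weights stopped short of convergence. The PAPD5 adjusted p was 0.120 there and ranged up to 0.9999 over the alternatives, with a negative fold change in each.

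Same-numbered libraries were not treated as pairs. The deviations from the group means correlated by 0.04, 0.39 and 0.15 for replicates 1, 2 and 3. Each HttQ23 library correlated best with its own number, but HttQ89 replicate 1 correlated better with HttQ23 replicate 3 (0.13). A fit with the replicate block called 1 peak, the NELFA promoter (limma adjusted p = 6.74e-05), and no other peak. Of the 7 list calls it left 6, without the histone list, and it changed no other list call.

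The median shift over all peaks was 0.040 with median centring, which takes out shifts of whole libraries by design. Filtering on a mean of at least 20 gave 0.35 for promoter against distal peaks, 0.35 for strongest against weakest quintile and 0.032 for polyglutamine genes. Without 1 library the promoter against distal difference ran from −0.23 to 0.027 and the motif difference from −0.061 to 0.44. The study list count was 80 with median centring and 100 to 258 without 1 library. Promoter peaks lower at the study threshold ran from 155 to 3614 without 1 library. Those higher ran from 33 to 136, and were 103 with no filter and 261 with median centring. List calls were 0 with an estimated correlation and 2 to 9 without 1 library. fry, which tests each list against no change and not against other promoters, called 0. With the study list left out of the adjustment 6 lists were called.

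Relative shifts of lists changed sign as follows. The JNK cascade was at −0.021 with a pseudocount of 5, poly(A) polymerases at 0.088 and classical YY1 targets at 0.020 with no filter, and EWSR1-FLI1 targets at 0.00058 after quantile normalisation. Without 1 library the JNK cascade ran from −0.018 to 0.20, poly(A) polymerases from −0.13 to 0.027, oxidative phosphorylation from −0.083 to 0.35, classical targets from −0.17 to 0.19, polyglutamine genes from −0.23 to 0.10, chaperones from −0.029 to 0.12, striatal genes from −0.060 to 0.15, EWSR1-FLI1 targets from −0.15 to 0.084, sympathoadrenal genes from −0.27 to 0.077 histones from −0.16 to 0.69 and splicing factors from -5.22e-06 to 0.41. The cause of these changes was not tested. Of 1375 refitted values of single named peaks, 1348 moved by less than the spread between replicates.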

Other observations

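The tests of sequencing depth and of immunoprecipitation yield were chosen after the result was seen, as were the patterns themselves and the pooled set of promoters. The core motif ATGGCG was unevenly spread over the gene lists. It lay under 63.0% of cytosolic ribosomal protein promoter peaks against 30.0% of other promoters (Fisher's exact test over 18 lists, adjusted p = 9.40e-05), under 61.9% of mitochondrial ribosomal protein peaks (2.25e-04) and under 56.5% of oxidative phosphorylation peaks (0.00161). It lay under 8 of 57 WNT signalling promoter peaks, against 30.2% of other promoters (0.0380). At 1 promoter peak per gene, the longer motif lay under 4 of the 272 study list peaks, or 1.47%, against 6.95% of other promoters, a difference that was not tested in a list chosen on these libraries.

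YY1 signal was lower in HttQ89 replicates 1 and 2 and not in HttQ89 replicate 3. A lower sequencing depth is argued against: the mean relative depth of those libraries differed from HttQ23 by −0.025 on the log2 scale. That depth was read from the scaling step and rests on the authors' statement that values were scaled to sequencing depth. A lower immunoprecipitation yield stays open. The strongest quintile of peaks stood below the middle quintile by −0.22 in HttQ89 replicate 2 and above it by 0.41 in HttQ89 replicate 1, so no single factor described both, and lower yield and lower YY1 occupancy cannot be told apart without a spike-in. A biological difference caused by the expanded Htt was not tested beyond the group comparison.

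Peaks with the YY1 motif stood above those without it by 0.22 (log2). Within these libraries, peak strength is argued against as its source, since the difference was 0.32 (95% bootstrap interval over peaks 0.28 to 0.36) within 10 bins of mean count. GC content is argued against in the same way, at 0.23 (0.20 to 0.26). These intervals resample peaks and leave out the spread between libraries. Across libraries the exact two-sided permutation p of the motif difference was 0.6, so the difference itself was not established. Without HttQ89 replicate 1 the difference was −0.061 (−0.081 to −0.034), but it was also 0.050 without the control library HttQ23 replicate 2, and 0.43 and 0.44 without HttQ23 replicate 3 and HttQ89 replicate 2. Dependence on single libraries, HttQ89 replicate 1 among them, and a response of motif sites to expanded Htt both stay open.

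The pooled 163 promoters of ribosomal, mitochondrial and proteasome genes, a set chosen after their list results were seen, had a median log2 fold change of −0.22 against −0.51 for random lists of that size. Their peak strength, GC content and motif content may account for it: among 10000 random lists matched on these the median stood at percentile 96.5, inside the central 95%. Whether HttQ89 replicate 1 is the sole source stays open. Without it the pooled median was −0.19 against −0.26 for random lists, at percentile 98.1, which decides nothing because the lists were pooled for standing high in these libraries, and oxidative phosphorylation promoters stood below other promoters, at −0.083.

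The 6 libraries can be split into 3 and 3 in 10 ways, too few for a share under 0.05. The real split gave 0 peaks at an adjusted p of 0.05, as did all 10 splits. At an unadjusted p of 0.05 it gave 621 peaks, and 5 of the 10 splits gave as many, the highest of the others 4650. For gene lists it gave 7 calls, and 5 splits gave as many, the highest of the others 8. For promoter peaks passing the study threshold in 1 direction it gave 484, and 5 splits gave as many, the highest of the others 5146. That last split set HttQ23 replicates 1 and 3 with HttQ89 replicate 3 against the rest. Those libraries had the highest total normalised counts, 2061784, 1829861 and 2122032. A large count of peaks in 1 direction can follow from such totals, so the count alone cannot show a separate structure of the libraries. Across tested peaks, log2 values of HttQ89 replicate 3 correlated by 0.871, 0.840 and 0.927 (Pearson) with HttQ23 replicates 1, 2 and 3. With HttQ89 replicates 1 and 2 they correlated by 0.758 and 0.836. HttQ89 replicate 3 was thus closer to the HttQ23 libraries than to its own group, and the cause was not tested.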
